A study of Mus musculus with 4 samples. Its data were reported in "Auxin-degron system identifies immediate mechanisms of OCT4" (2021).

How the data were processed

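NANOG ChIP-seq libraries from ZHBT-O4AID ESCs were grouped by the labels into uninduced (2 replicates) and IAA for 1.5 h (2 replicates). Per the study's methods, the authors aligned reads to GRCm38/mm10 with Bowtie 2, removed duplicates with SAMtools, and called NANOG peaks with MACS2 on reads of both conditions together, so the same peaks are measured in every library. The deposited values are RPKM (reads scaled to the length of the window and to the total reads of the library), computed by the authors with DiffBind over windows centred on peak summits. No library was scaled to spiked-in chromatin in these values, so a difference in RPKM is relative to the total reads of its library. A further deposited table gives RPKM per condition and 4 flags per peak, which mark an OCT4 site within 1 kb and membership of the active promoter, active enhancer and repressed classes. The authors called the OCT4 sites with MACS2 from published reads of another ESC line and took the chromatin classes from published peak sets. Co-bound therefore means a site in that line, and OCT4 was not mapped in the cells used here.

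All windows were 351 bp wide and 100.0% of RPKM values in each library were whole multiples of the smallest, so that value was taken as 1 read and reads per window were recovered. The recovered library sizes were 8236968 and 11674801 reads for uninduced replicates 1 and 2 and 19634763 and 5406307 reads for IAA replicates 1 and 2. No value was 0, so windows with 0 reads cannot be told from windows with 1 read. This floor is worth 0.346, 0.244, 0.145 and 0.527 RPKM in the same order, and it hides falls at weak peaks most in the shallowest library, IAA replicate 2. The RPKM per condition in the deposited table departed from the mean of the 2 libraries by at most 5.0e-06, and from values computed on merged reads by up to 1.61 RPKM for uninduced cells and 10.2 RPKM for IAA, so each library has equal weight in it whatever its depth. Summing the reads outside all windows over the 2647521431 called bases of the reference gave a uniform background of 0.365 to 0.371 RPKM, less than the threshold of 0.9 RPKM.

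Bound peaks had an RPKM of 0.9 or more in either condition, the threshold used by the study. Signal was expressed as log2(RPKM + 0.1), a scale that understates changes of low values. Condition values were the deposited ones, and a change is IAA minus uninduced. Library medians were compared by an exact permutation test. The change across peaks was tested by random sign flips of the mean, and peak classes by permutation of the class labels with the difference of medians as the statistic, each two-sided with 100000 resamples (10000 for alternatives). Such tests take peaks as units, and peaks of one library share its efficiency and are not replicates of the treatment. Class comparisons were adjusted by the Benjamini-Hochberg method over 5 comparisons. The SD between replicates of a class difference was taken from the pairs of libraries within a condition. Single peaks were tested with limma (lmFit and eBayes with a variance trend, two-sided, Benjamini-Hochberg over bound peaks, threshold 0.05). Named peaks were the 5 largest rises and the 5 largest falls among peaks past the threshold whose IAA values both lay on one side of both uninduced values, and, for each of 7 genes, the bound peak with the highest mean RPKM over the 4 libraries within 100 kb of the gene body. For a peak with at most 3 reads in each uninduced library a bound on the fold was computed against 3 reads.

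Peak positions were matched to the GENCODE annotation for mouse (release 21) and the reference sequence of GRCm38, the build the authors used. All windows lay on 21 chromosomes and 0 ran past a chromosome end. Coordinates are 1-based. GC content, soft-masked (repeat) bases and the octamer motif were read from the reference sequence of each window. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

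The scripts were tested on simulated data. Among 16608 simulated peaks with 200 changed, limma recovered 129 (64.5%) of those changed by a fold of 4 with 0 false calls, and 159 (79.5%) of those changed by a fold of 8 with 8 false calls. The changed peaks were drawn from well covered ones, and the simulated libraries did not differ in efficiency. The real uninduced replicates differed by a median log2 of 0.474, so these rates do not carry over to the calls in the real data. The class permutation gave p = 0.218 for a simulated difference of 0 and p = 1.0e-04 for one of -0.5, the smallest that 10000 resamples can give.

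The comparisons, their tests, the rule for named peaks and most alternatives were fixed before the data were examined: pseudocounts of 0.01 and 0.5, all windows, a stricter threshold of 2 RPKM, a threshold on the mean over all libraries, centring on sub-threshold peaks, quantile normalization, a replicate block, eBayes without a trend, voom on the recovered reads, an adjusted p of 0.01, a background below 0.7 RPKM, 5 kb from a transcript start, and leaving out each library in turn. The chromatin class comparisons, thinning to equal depth, a minimum of 2 reads in every library, subtraction of the uniform background and merging of reads were chosen after the data were seen. Thinned windows left with 0 reads were set to 1 read, as in the deposited values. Gene expression and histone modification data of the study were not analysed here.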

Results

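NANOG binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in mouse embryonic stem cells (ESCs) of the ZHBT-O4AID line. In these cells the endogenous Oct4 alleles are inactive, a doxycycline-repressed Oct4 transgene is held off, and OCT4 is supplied as a fusion to an auxin-inducible degron, a tag that sends the protein to the proteasome when auxin is added and the TIR1 adaptor is present. The 4 libraries came from uninduced cells (2 replicates) and from cells given 500 μM of the auxin indole-3-acetic acid (IAA) for 1.5 h (2 replicates). The comparison asks how NANOG occupancy changes within this time of OCT4 depletion. The data are RPKM values over 21066 windows of 351 bp centred on NANOG peak summits (GRCm38/mm10), together with the condition values of the authors and their flags for OCT4 co-binding and chromatin class. Of these windows, 16608 reached 0.9 RPKM in at least one condition and are called bound peaks, and 4458 did not and are called sub-threshold peaks.

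The steps between RPKM values gave the depth of each library. Uninduced replicate 1 held 8236968 reads and replicate 2 held 11674801, whereas IAA replicate 1 held 19634763 and replicate 2 held 5406307. A bound peak was covered by a median of 6 and 12 reads in the uninduced libraries and of 27 and 8 reads in the IAA libraries. At this depth the threshold of 0.9 RPKM corresponds to 2.60 and 3.69 reads in the uninduced libraries and to 6.20 and 1.71 reads in the IAA libraries, so a single weak peak carries a large counting error.

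The share of all reads that fell in bound peaks was 1.60% in uninduced replicate 1 (95% Wilson interval 1.596% to 1.613%) and 2.28% in uninduced replicate 2 (2.271% to 2.288%). It was 3.05% in IAA replicate 1 (3.040% to 3.055%) and 3.24% in IAA replicate 2 (3.229% to 3.259%). These intervals cover counting error only. The group values were 1.94% ± 0.477 (SD, n = 2) for uninduced cells and 3.15% ± 0.139 (SD, n = 2) after IAA, a ratio of 1.62, while the uninduced replicates differed from each other by a ratio of 1.42. The library median of log2(RPKM + 0.1) over bound peaks was 1.12 and 1.60 in uninduced cells and 2.01 and 2.11 after IAA. The means of these medians, 1.36 ± 0.338 (SD, n = 2) and 2.06 ± 0.073 (SD, n = 2), differed by 0.70, which is more than the pooled SD between replicates of 0.244. Both IAA libraries lay above both uninduced libraries, and the two-sided exact permutation test gave p = 0.33, the smallest value that 2 libraries against 2 allow. Quantile normalization, which gives every library one distribution, moved the difference most, to 0.028. One library carried much of the size of the difference: without uninduced replicate 1 it was 0.459.

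**Figure D1:**
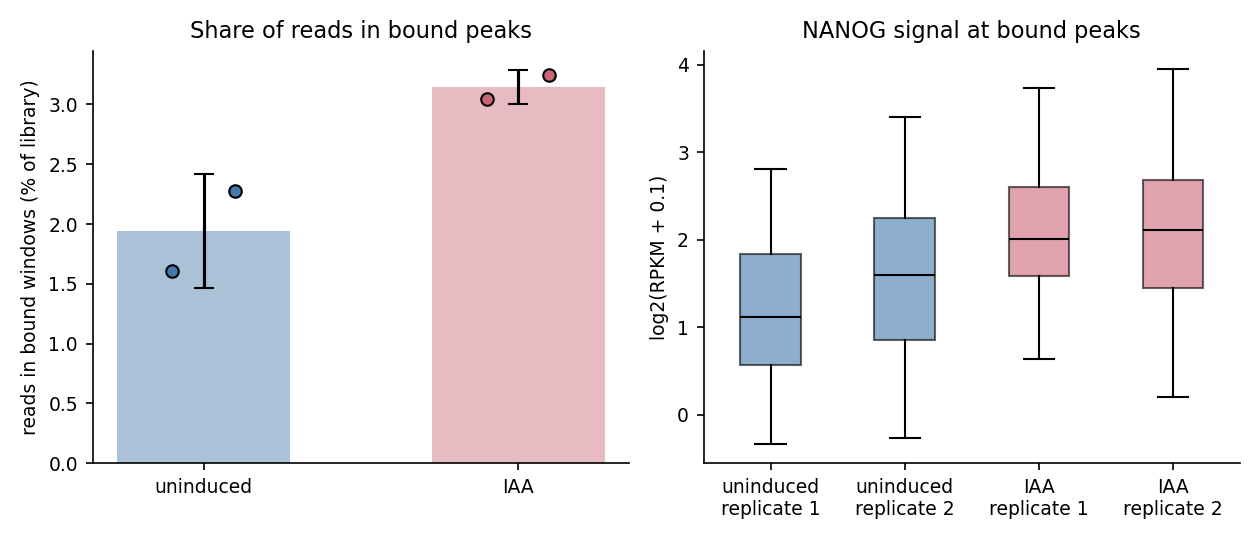
Left, percentage of each library's reads in the 16608 bound peaks, with points for the 4 libraries, bars for the group means and error bars for the SD (n = 2). Right, log2(RPKM + 0.1) over the same peaks in each library, with medians at 1.12, 1.60, 2.01 and 2.11, boxes for the quartiles and whiskers that leave out 5% of peaks at each end; both IAA libraries sit above both uninduced libraries in each panel.

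Libraries of one condition were compared before they were averaged. Across bound peaks, which are not independent replicates, Pearson's r of log2(RPKM + 0.1) was 0.717 between the uninduced libraries (Spearman's rho 0.692) and 0.803 between the IAA libraries (rho 0.749). Between conditions r ranged from 0.577 to 0.744. The SD of the log2 difference per peak was 0.79 between the uninduced replicates and 0.64 between the IAA replicates, and from 0.73 to 0.96 between libraries of different conditions. The median log2 difference over bound peaks was 0.47 between the uninduced replicates and 0.05 between the IAA replicates. It was 0.95 and 0.96 for IAA replicates 1 and 2 over uninduced replicate 1, and 0.51 and 0.52 over uninduced replicate 2. The rise over uninduced replicate 2 was therefore close in size to the gap between the uninduced replicates.

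In the authors' condition values, each of which equals the mean RPKM of the 2 libraries, 85.7% of bound peaks were higher after IAA. The median log2 change was 0.72 (quartiles 0.30 and 1.12), a median fold of 1.65. A two-sided sign-flip permutation test across peaks gave p = 1.0e-05, the smallest value that 100000 resamples can give, and it describes these pooled libraries and not the variation between cultures. Merging the reads of both libraries before scaling gave 0.69, and the alternative that moved the value most, keeping all 21066 windows, gave 0.557.

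The sub-threshold peaks serve as the background of the comparison. Their median log2 change was 0.14, with both quartiles at 0.14, and 85.5% of them were higher after IAA. The bound peaks exceeded them by 0.58 (permutation of peak classes, two-sided, p = 1.0e-05, the smallest possible). This background was fixed by the way values were recorded: no window is listed at 0, the smallest value in each library is worth 1 read, and 87.0%, 79.2%, 65.1% and 93.3% of sub-threshold peaks sat at that value in uninduced replicates 1 and 2 and IAA replicates 1 and 2. In each of the 6 pairs of libraries the median sub-threshold difference equalled the log2 ratio of what 1 read is worth, with 0.1 RPKM added to each value. This ratio ran from -0.86 for IAA replicate 1 over uninduced replicate 1 to 1.36 for IAA replicate 2 over IAA replicate 1. The bound minus sub-threshold difference accordingly ranged from -0.35 to 1.81 over the 4 pairs of an uninduced with an IAA library, and its SD between replicates, 0.777, was larger than the pooled value. It was 0.052 without IAA replicate 1, 1.39 without IAA replicate 2, 0.195 without uninduced replicate 1 and 1.00 without uninduced replicate 2. With most of these windows at the 1-read value in every library, the background change cannot be measured from them.

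**Figure D2:**
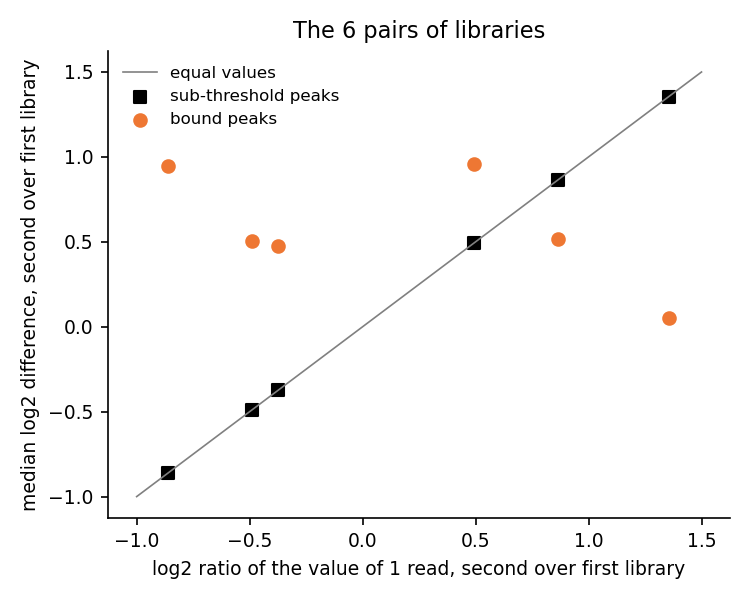
Median log2 difference between the libraries of each of the 6 pairs (vertical axis), for sub-threshold peaks (squares) and bound peaks (circles). The horizontal axis is the log2 ratio between the libraries of the RPKM value of 1 read, with 0.1 added to each value. The squares lie on the line of equal values from -0.86 to 1.36, whereas the circles lie between 0.05 and 0.96 without following the line.

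To ask whether the change depended on OCT4 co-binding, bound peaks within 1 kb of an OCT4 site (3930) were compared with the others (12678). The median log2 change was 0.36 at co-bound peaks (quartiles -0.11 and 0.78) and 0.82 at the other peaks, a difference of -0.46 (permutation of the flags, two-sided, p = 1.0e-05, the smallest possible; adjusted over the 5 class comparisons, 1.7e-05). Of the co-bound peaks 70.0% were higher after IAA, against 90.6% of the others. The difference had the same sign in all 4 pairs of an uninduced with an IAA library, from -0.50 to -0.42. It was 0.09 between the uninduced replicates and 0.03 between the IAA replicates, and its SD between replicates was 0.047. Co-bound peaks had a higher median RPKM over the 4 libraries (4.02 against 3.08). Of the alternatives tried, keeping all windows moved the difference most, to -0.298.

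**Figure D3:**
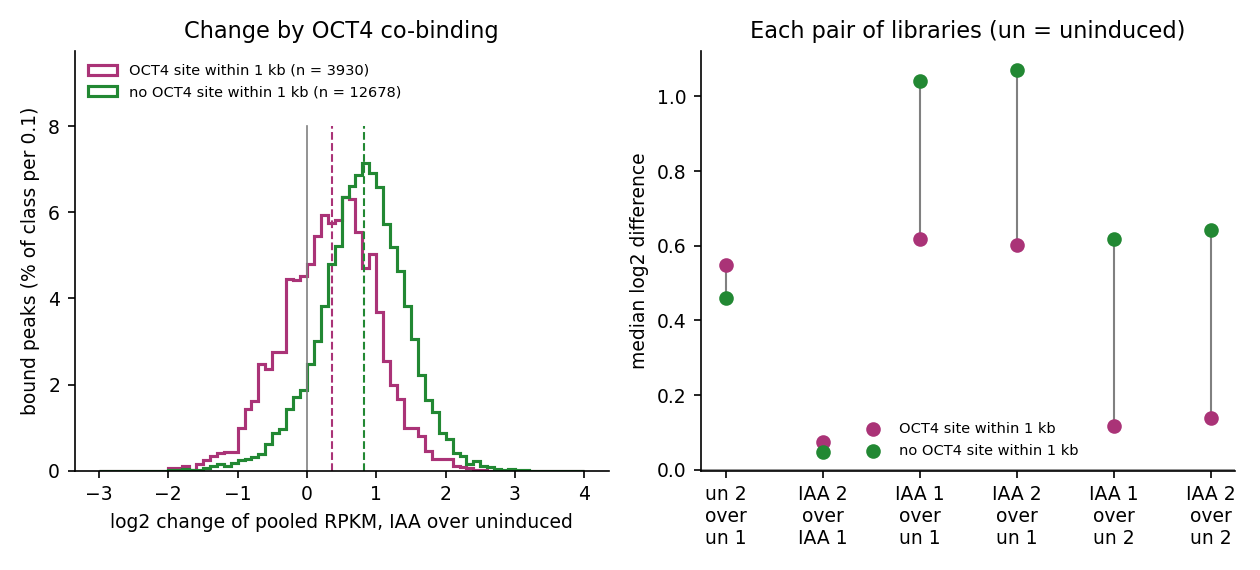
Left, distribution of the log2 change of the condition RPKM values (IAA over uninduced) for bound peaks with (n = 3930) and without (n = 12678) an OCT4 site within 1 kb, as a percentage of each class, with dashed lines at the medians of 0.36 and 0.82. Right, median log2 difference of both classes for each of the 6 pairs of libraries; co-bound peaks lie lower by 0.42 to 0.50 in the 4 pairs that compare conditions and higher by 0.09 and 0.03 in the pairs within a condition.

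Genomic and chromatin context gave smaller differences among bound peaks. Bound peaks centred within 1 kb of an annotated transcript start (1650) changed by a median of 0.76 and distal peaks (14958) by 0.72, a difference of 0.04 (permutation p = 0.0408, adjusted 0.051) that failed the correction. It took the other sign, at -0.003, without IAA replicate 1, and was 0.099 when all windows were kept. Peaks in the authors' active promoter class (477) changed by 0.69, -0.03 from the other peaks (permutation p = 0.439, adjusted 0.439), and this difference was 0.018 without IAA replicate 2 and 0.057 when all windows were kept. Active enhancer peaks (1753) changed by 0.64, -0.09 from the others (permutation p = 1.0e-05, adjusted 1.7e-05), with the same sign in all 4 pairs of libraries between conditions, from -0.13 to -0.08, but the difference was 0.04 when all windows were kept. Peaks in repressed chromatin (927) changed by 0.53, -0.20 from the others (permutation p = 1.0e-05, adjusted 1.7e-05), from -0.27 to -0.19 over the 4 pairs. With all windows kept this difference was -0.5, against -0.298 for co-bound peaks under the same setting. However, 2208 of the 3135 repressed windows were sub-threshold, and the median change of such windows, 0.14, was set by the 1-read value. The -0.5 is therefore no measure of a larger effect in repressed chromatin. The repressed class made up 5.60% of bound peaks and 49.5% of sub-threshold peaks.

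The change varied little with signal level. Bound peaks were ranked by mean log2 signal over the 4 libraries and split into 4 groups of 4152. From the lowest to the highest group the median log2 change was 0.84, 0.69, 0.64 and 0.73, and Spearman's rho across peaks was -0.063. The highest minus lowest group gave -0.11, less than its SD between replicates of 0.262. Its sign was not stable, at 0.032 with a pseudocount of 0.5, 0.576 with all windows, 0.018 without uninduced replicate 2 and 0.001 without IAA replicate 1. Co-bound peaks changed less than the other peaks in each group, by medians of 0.48 against 0.89 in the lowest and 0.44 against 0.88 in the highest.

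Single peaks were tested with limma on log2(RPKM + 0.1). Of 16608 bound peaks, 2493 (15.0%) were higher after IAA and 56 (0.34%) were lower at an adjusted p under 0.05. The median log2 change was 1.62 among the higher peaks and -1.47 among the lower ones, against 0.76 over all bound peaks. Both IAA values exceeded both uninduced values at 10056 peaks (60.5%), and lay below them at 702 peaks (4.20%). For a single peak, a random order of the libraries gives 16.7% in either direction. Peaks of one library share its efficiency, so a shift of whole libraries moves these shares too, and they are no test of the treatment. In the limma fit the variance of each peak was replaced by the trend over all peaks. The counts depended on that step and on scaling. Without the trend 157 peaks were higher and 0 were lower (4893 and 131 at an unadjusted p under 0.05). After quantile normalization, which lowered the median change over all bound peaks from 0.76 to 0.04, 0 peaks were higher and 1 was lower (1164 and 1382 at an unadjusted p under 0.05). Co-bound peaks were 23.7% of bound peaks, but 10.5% of the higher calls (263 of 2493; odds ratio 0.34, Fisher's exact test across peaks p = 4.4e-72) and 80.4% of the lower calls (45 of 56; odds ratio 13.3, p = 4.8e-19).

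The 5 largest rises all started from few reads in uninduced cells. The peak at chromosome 2, 33436311 to 33436661, is intergenic, 5162 bp from the nearest transcript start (Zbtb34), in the active enhancer class. It had 0.54 ± 0.27 RPKM (SD, n = 2; 1 and 3 reads) in uninduced cells and 5.63 ± 0.98 RPKM (SD, n = 2; 34 and 12 reads) after IAA, at least 6.36-fold higher than the level of 3 reads (limma, adjusted p = 3.0e-04). An intronic peak of Fam227b at chromosome 2, 126053163 to 126053513, was at least 6.17-fold higher, and an intronic peak of Retreg1 at chromosome 15, 25932069 to 25932419, at least 5.90-fold higher. An intronic peak of Fhad1 at chromosome 4, 141900024 to 141900374, rose from 0.91 ± 0.79 to 6.84 ± 0.02 RPKM (SD, n = 2), a log2 change of 3.05 ± 0.58 (SE; limma, adjusted p = 1.2e-04). An intergenic peak at chromosome 9, 108478684 to 108479034, 877 bp from a transcript start of Lamb2, rose from 1.03 ± 0.96 to 7.69 ± 3.28 RPKM (SD, n = 2), a log2 change of 3.05 ± 0.56 (SE; limma, adjusted p = 6.7e-05). None of these 5 peaks was flagged as co-bound by OCT4. They did not pass the threshold after quantile normalization, although each rose there too.

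Of the 5 largest falls, 4 were at peaks flagged as co-bound by OCT4. An intronic peak of 1810013L24Rik at chromosome 16, 8838850 to 8839200, fell from 5.98 ± 2.59 to 1.42 ± 1.27 RPKM (SD, n = 2), a log2 change of -2.23 ± 0.55 (SE; limma, adjusted p = 0.00417). An intronic peak of Atp5o at chromosome 16, 91736472 to 91736822, fell from 4.98 ± 0.20 to 1.28 ± 1.06 RPKM (SD, n = 2), a log2 change of -2.14 ± 0.57 (SE; limma, adjusted p = 0.00803). An intronic peak of Tdp2 at chromosome 13, 24837879 to 24838229, changed by -2.07 ± 0.56 (SE; limma, adjusted p = 0.00807). An intronic peak of Jazf1 at chromosome 6, 52822701 to 52823051, changed by -1.91 ± 0.50 (SE; limma, adjusted p = 0.00601). The peak without an OCT4 site, at chromosome 18, 82121853 to 82122203, is intergenic and 126194 bp from the nearest annotated transcript start. It fell from 5.16 ± 0.04 to 1.25 ± 0.28 RPKM (SD, n = 2), a log2 change of -1.97 ± 0.55 (SE; limma, adjusted p = 0.0104). These falls rest on 16, 14, 17, 13 and 10 reads in IAA replicate 1 and 1, 1, 1, 3 and 2 reads in IAA replicate 2, in the order in which the peaks are given. They were not past the threshold without the variance trend or after quantile normalization.

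At 7 loci of the pluripotency network, fixed in advance, the strongest bound peak within 100 kb of the gene was examined. The Klf4 peak (chromosome 4, 55464367 to 55464717) lies 62601 bp from the gene in an intron of the non-coding gene Gm12510, and went from 27.2 ± 8.13 to 47.0 ± 9.49 RPKM (SD, n = 2). The Nanog peak (chromosome 6, 122702442 to 122702792), intergenic and 4872 bp from the gene, went from 7.47 ± 3.23 to 12.5 ± 1.24 RPKM (SD, n = 2). The Esrrb peak (chromosome 12, 86501671 to 86502021), in an intron of Esrrb, went from 20.3 ± 3.75 to 29.3 ± 2.59 RPKM (SD, n = 2). The Pou5f1 peak (chromosome 17, 35504036 to 35504386), intergenic and 1807 bp from the gene that encodes OCT4, went from 12.5 ± 3.43 to 19.4 ± 0.64 RPKM (SD, n = 2). The Prdm14 peak (chromosome 1, 13084933 to 13085283), intergenic and 28349 bp from the gene, went from 20.8 ± 7.46 to 35.5 ± 9.39 RPKM (SD, n = 2). The Tet1 peak (chromosome 10, 62843930 to 62844280), in an intron of Tet1 and alone among the 7 in having no OCT4 site, went from 7.85 ± 1.32 to 12.6 ± 1.45 RPKM (SD, n = 2). The Tet2 peak (chromosome 3, 133524668 to 133525018), in an intron of Tet2, had 39.8 ± 8.30 and 43.7 ± 7.57 RPKM (SD, n = 2), and its libraries overlapped between conditions. At the other 6 loci both IAA libraries exceeded both uninduced libraries.

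The log2 changes at these loci were 0.81 ± 0.50 (SE) for Klf4, 0.80 ± 0.42 for Nanog, 0.54 ± 0.47 for Esrrb, 0.66 ± 0.44 for Pou5f1, 0.79 ± 0.47 for Prdm14, 0.68 ± 0.42 for Tet1 and 0.14 ± 0.52 for Tet2. The changes lay close to the median of all bound peaks (0.76) or below it, and those of Esrrb, Pou5f1, Tet1 and Tet2 took the other sign after quantile normalization. All loci but Tet1 were flagged as co-bound, and co-bound peaks had a lower median change, 0.36 in the condition values. Among the co-bound loci only Tet2 lay below that median. With limma, 0 of the 7 passed an adjusted p of 0.05 over all bound peaks, 0 passed when adjusted over the list alone (smallest adjusted p 0.178), and 0 passed unadjusted (smallest p 0.0596).

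**Figure D4:**
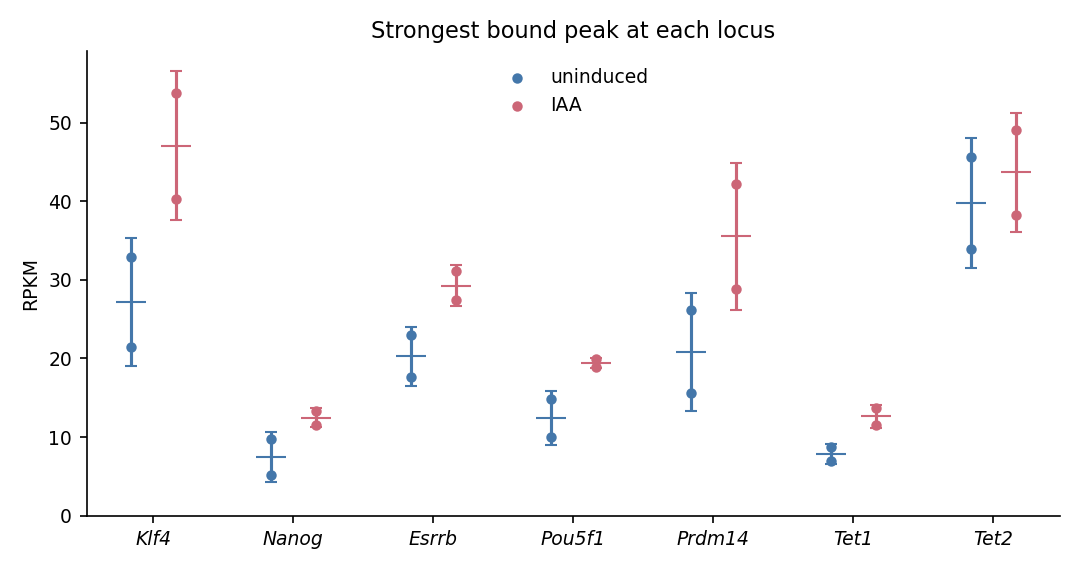
RPKM of the strongest bound peak at each of 7 loci in uninduced and IAA libraries, with points for the libraries, horizontal marks for the means and error bars for the SD (n = 2). Both IAA points lie above both uninduced points at 6 loci, whereas they overlap at Tet2 (39.8 and 43.7 RPKM on average).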

Values the study reported

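The study reported 16,608 NANOG peaks above its threshold and used 4,458 sub-threshold peaks as background, with a higher NANOG signal overall once OCT4 was lost. It counted 3,930 peaks close to an OCT4 site, with 382 sub-threshold peaks as their background, and 12,678 peaks away from OCT4, with a background of 4,076. The increase was described as smaller at the co-bound sites. A total of 2,861 peaks were assigned to at least one of its chromatin classes.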

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

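Thinning, the minimum of 2 reads, background subtraction, merged reads and all alternatives for the chromatin classes were chosen after the results were seen.

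The difference of -0.46 between co-bound and other peaks kept its sign under each of 11 alternatives, and its permutation test stayed past the threshold in those that had one. It was -0.298 with all windows, -0.531 after background subtraction, -0.44 after thinning, and from -0.491 to -0.419 when each library was left out. The pooled change over bound peaks stayed between 0.557 and 0.746 under 5 alternatives.

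The difference of library medians, 0.70, stayed above 0 under each alternative that could move it, from 0.459 to 0.937 with each library left out and 0.685 after thinning, but fell to 0.028 after quantile normalization. That normalization forces the libraries to one distribution and so removes any change shared by most peaks. Centring on sub-threshold peaks gave 0.697, which decides nothing, since those peaks sit at 1 read and the floor values of the groups average out.

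Calls of single peaks (2493 higher, 56 lower) depended on the processing. They numbered 534 and 10 at an adjusted p under 0.01, 157 and 0 without the variance trend, 0 and 0 after centring (210 and 0 at an unadjusted p under 0.05), 0 and 1 after quantile normalization, and 0 and 0 after thinning (3231 and 141 at an unadjusted p under 0.05). Centring on the floor raised the median residual SD from 0.521 to 1.11. After thinning the fit had 3.74 degrees of freedom per peak, against 33216 when all peaks shared the trend. In 8 other settings both counts stayed within 1.5 times, and of the 157 peaks higher without the trend 154 were also higher with it. Leaving out a library leaves 1 in an arm, so peaks were not tested that way.

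The replicate numbers showed no pairing across peaks: the replicate 1 minus replicate 2 differences of the conditions had r = 0.005 across bound peaks. A shift shared by a whole library would not show in this correlation, and counting error lowers it, so pairing of the cultures is not excluded. With a replicate block 2655 peaks were higher and 52 lower, and the Klf4 and Prdm14 peaks (0.81 and 0.79) passed the threshold. A block cannot move the difference of library medians in this balanced design, so it says nothing about that result.

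Smaller class differences were less stable. Keeping all windows brings in sub-threshold windows, most of them at the 1-read value, and other causes were not tested. The promoter-proximal difference, 0.042, was past the threshold before correction over the class comparisons and not after it. Before correction it was also not past it at 0.038 (pseudocount 0.01), 0.035 (2 RPKM) and 0.018 (5 kb), but was at 0.099 with all windows. It ran from -0.003 to 0.051 with a library left out, below 0 without IAA replicate 1. With all windows the active promoter difference became 0.057 and the active enhancer difference 0.04, both from below 0, while the repressed difference grew from -0.199 to -0.5. With a library left out they ran from -0.058 to 0.018 (above 0 without IAA replicate 2) and from -0.137 to -0.088, the repressed difference ran from -0.255 to -0.162, and the bound minus sub-threshold difference from 0.052 to 1.39. The difference between the highest and lowest of the 4 signal groups, -0.105, became 0.032 with a pseudocount of 0.5 and 0.576 with all windows, where the lowest group holds windows at the floor, and ran from -0.378 to 0.018 with a library left out.

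Among named peaks, quantile normalization gave -0.13 for Esrrb, -0.08 for Pou5f1, -0.02 for Tet1 and -0.39 for Tet2. The 10 largest rises and falls kept their direction under every alternative that held them, and lost their place past the threshold after centring, quantile normalization and thinning.

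Depth limits single peaks more than medians. Of the bound peaks 1281 (7.7%) sat at 1 read in at least 1 library, where a fall cannot be measured in full.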

Other observations

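The tests of immunoprecipitation efficiency and of the 1-read floor, and the comparison of replicates as an efficiency control, were chosen after the results were seen. The other tests were fixed before their own results were known.

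The signal rose at 85.7% of bound peaks, by a pooled median of 0.72 on the log2 scale over all of them. Among sub-threshold peaks 85.5% were higher too, so the share alone does not set bound peaks apart. Depth is unlikely to be the cause of the rise, since thinning every library to the shallowest left it at 0.685, against 0.698 before thinning. The thinned uninduced libraries differed by 0.563, however, and over uninduced replicate 2 alone the thinned rise was 0.404, less than that gap. A single immunoprecipitation efficiency per library stays open. The uninduced libraries, made from the same condition, already differed by 0.474, and an efficiency that happened to be higher in both IAA libraries cannot be told apart from a global gain of NANOG binding with 2 libraries per group and no spiked-in reference in these values. Outside these libraries, the paper reported more NANOG signal by ChIP and quantitative PCR at the Nanog and Pou5f1 enhancers after OCT4 depletion. It did so in these ESCs and in induced pluripotent stem cells with the same degron. That assay covers single loci and not the global rise. The sub-threshold peaks do not help to decide. The largest departure of their median difference from that of 1 read in log2(RPKM + 0.1) was 0.0 over the 6 pairs of libraries. The change of the sub-threshold peaks is therefore likely to be that of the floor and not of background chromatin.

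The smaller rise at co-bound peaks is a difference within libraries, so a single factor per library would not be enough to create it. With the uniform background subtracted and peaks compared within 20 bins of mean signal, the difference was -0.53, below 0 in 20 of 20 bins and between -0.553 and -0.492 over the 4 pairs of libraries. The uninduced replicates, which also differ in their share of reads in peaks, gave 0.09, the opposite sign. Signal level alone does not account for it either (-0.471 within signal bins), nor does selection of peaks by their own signal: among the 25% of bound peaks strongest in uninduced replicate 1, measured against uninduced replicate 2 only, the difference was -0.505 (1783 co-bound and 2429 other peaks). GC content was a candidate, since the change rose from 0.56 in the fifth of bound peaks with the lowest GC (median 40.5%, 28.4% co-bound) to 0.80 in the fifth with the highest (52.7%, 16.7% co-bound), but the difference within GC bins was -0.445. No technical explanation tested here accounts for the pattern. As a hypothesis, part of the NANOG signal at co-bound sites may depend on OCT4 and be lost within 1.5 h, against a general rise elsewhere. A limit on the gain at sites with much NANOG is argued against by the difference within signal bins, as far as signal measures occupancy.

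The octamer ATGCAAAT, the sequence bound by OCT4, gave a test of that hypothesis that does not use the OCT4 peak list. It was present in 491 bound windows (3.0%), in 7.80% of co-bound and 1.40% of other windows. Windows with the octamer changed by a median of 0.22 and windows without it by 0.73, a difference of -0.512 (from -0.507 to -0.481 over the 4 pairs of libraries). Of 100 reordered words of the same letters 0 gave a difference as low, and the lowest gave -0.278. Among co-bound peaks alone the difference was -0.37 (308 windows with the octamer, permutation p = 1.0e-05, the smallest possible). Among peaks without an OCT4 site within 1 kb it was -0.173 (183 windows with the octamer, permutation p = 0.00107, with the same sign in the 4 pairs, from -0.243 to -0.131). Reordered words and GC bins were not run among these peaks. Over all bound windows the reordered words ranged from -0.278 to 0.308, so base composition is not excluded as the source of the -0.173. Weaker OCT4 occupancy at some peaks that the flag leaves out is another candidate, and it was not measured here. Most co-bound peaks lack an exact octamer, and other OCT4 motifs were not examined.

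Calls toward lower signal were few but concentrated: 45 of 56 were at co-bound peaks. Because the general rise is added to every peak, a peak that lost NANOG by less than the general gain would be listed as unchanged or higher, and the number of losses may be larger than 56 if the general rise reflects efficiency. After quantile normalization 1382 peaks were lower and 1164 higher at an unadjusted p under 0.05, and 1 lower and 0 higher passed the adjusted threshold. That normalization brings the median change close to 0 (0.04), which places peaks on both sides by construction. The count of lower peaks therefore does not measure losses.

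Sub-threshold peaks at the 1-read floor were mostly repeat sequence. The median soft-masked share was 100% in sub-threshold windows and 12.8% in bound windows, and 53.7% of sub-threshold windows were masked in full, against 1.90% of bound ones. Of the 4458 sub-threshold peaks 2613 (58.6%) were at 1 read in all 4 libraries although they had been called as peaks. A candidate explanation, in line with the masked share of 100%, is that reads with several possible positions entered peak calling but not the counting of reads per window. No biological explanation was tested. Such windows make a poor background for unique sequence, and 49.5% of them carry the repressed flag.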
